A study of Homo sapiens with 5 samples. Its data were reported in "Circulating cell-free methylated DNA reveals tissue-specific, cellular damage from radiation treatment" (2023).

How the data were processed

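RNA-seq was performed on cultured human endothelial cells from 3 vascular beds. Human coronary artery endothelial cells (HCAEC) gave 3 libraries, named A, B and C in the labels. Human pulmonary artery endothelial cells (HPAEC) and liver sinusoidal endothelial cells (LSEC) gave 1 library each. The cells were bought as frozen primary cells, and the liver cells came from another supplier and an earlier passage than the arterial cells. Supplier, passage and organ therefore change together between LSEC and the others. Total RNA was isolated on silica columns and sequenced on an Illumina HiSeq by a service provider. The study describes the coronary and pulmonary cells as coming from single-donor tissue. Whether HCAEC A, B and C shared a donor or came from separate donors is not stated in its main text or in the labels. The supplement of the study was not read here.

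The deposited table used here holds raw gene counts in the column layout of featureCounts output, with 1 column of whole-number counts per library and no normalization. Normalized values, which the study also mentions, were not used here. The aligner, the annotation release, the strand setting and the treatment of multiply mapped reads are not stated in the main text or the labels, and the supplement may give them. All 5 count columns were used, and 0 per-sample columns were left unused. The table lists 60675 genes by Ensembl identifier, with 0 rows that name no gene. Coordinates below are those of the table. The table has 99 genes on contigs whose names begin with KI270, and 99.963% of the spans of 19032 protein-coding genes overlapped the RefSeq spans of the same gene in GRCh38.p14, so the coordinates were read as GRCh38. Symbols were taken from a table of gene identifiers for 56959 genes. For 97 more they came from a RefSeq gene whose span overlapped reciprocally by at least a fraction of 0.5, and 94.035% of the identifiers had a symbol in the end. Gene types and GC content were taken by identifier from GENCODE v44 mapped to GRCh37, without using its coordinates.

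The counts were scaled with TMM factors from edgeR 4.0.16 in R 4.3.3 on genes with at least 1 CPM, the usual unit of counts relative to the library total, in at least 1 library, which left 14429 genes. The factors were 0.979, 0.995 and 0.919 for HCAEC A, B and C, 1.027 for HPAEC and 1.087 for LSEC. Levels are given as TMM-scaled CPM, and differences on the log2 CPM scale with a prior count of 2, which understates the change of low genes. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The log2 values were checked against edgeR.

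HCAEC and HPAEC were joined as cardiopulmonary endothelial cells (CPEC, n = 4), the merged class used by the study. LSEC and HPAEC have 1 library each, so no p-value is given for any comparison. An exact permutation test could not go below p = 0.2 for 4 libraries against 1, or below 0.25 for 3 against 1. A gene was counted as outside a set of libraries when it lay at least 1 log2 unit (2-fold) above the highest or below the lowest of them. For gene lists, the median log2 difference between LSEC and the CPEC mean was placed among the medians of 10000 random lists of equal size, matched on mean expression in 20 bins. The SD of a list median is taken over the differences from each of the 4 CPEC libraries. Spearman correlations are across genes, which are not independent replicates.

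The margin rule was tested on simulated counts for 14429 genes, of which 200 were changed. Means were those of the CPEC libraries named below, with the library sizes of these data. The spread followed its trend over mean level, and the coefficients given are common values. Changed genes were drawn from those with a mean of at least 1 CPM. Recovery is therefore not known for genes that are lower in CPEC. With the spread of the 4 CPEC libraries (biological coefficient of variation 0.452), 95.0% of 8-fold and 67.0% of 4-fold changes were recovered, 0 in the wrong direction, and 542 of 14229 unchanged genes were also counted. With the spread of HCAEC A, HCAEC B and HPAEC (0.347), the recovery was 95.0% and 82.0%, and 292 unchanged genes were counted.

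The lists tied to methylation came from the genes that the study shows beside its endothelial methylation blocks, regions whose methylation marked endothelial cells in general, CPEC, LSEC, or genes of blood vessel formation. The study chose them by methylation, and it is not known whether these libraries also entered the choice, so they are not independent evidence. Textbook lists were written for endothelial, liver sinusoidal, arterial, venous, lymphatic, hepatocyte, fibroblast or stellate, leukocyte, epithelial, cardiomyocyte and proliferating cells and for HOX genes. The lists, the comparisons, the filter, the margin and the rule for named genes were fixed before the data were examined. Besides the list genes, the rule named the 10 genes with the largest difference each way between LSEC and the CPEC mean, among those outside the CPEC libraries and with at least 10 CPM in LSEC (higher) or in every CPEC library (lower). It named 5 genes each way for HPAEC against HCAEC on the same terms. Genes that follow a donor (those of chromosome Y, X inactivation, the mitochondrial genome, HLA, immunoglobulins, T cell receptors and common deletions) were not named, and blood group genes were added to these after the data were examined. The genes named for HCAEC C were also chosen after its values were seen.

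Totals ran from 32761130 to 40182184 counts. A count of 3 was taken as the floor, which is 0.0935, 0.0916 and 0.0819 CPM in HCAEC A, B and C, 0.0762 CPM in HPAEC and 0.0687 CPM in LSEC. Wilson 95% confidence intervals are given for values of the single LSEC library. These intervals and floors cover counting error only, since the reads carry no molecular identifiers. Of 228 list and named genes, 47 overlap another gene that has at least 10% of their counts, among them CPVL, CADM3, ACKR1, FMNL3, KRT8, KRT18, GJA4, TYMS, TAGLN, ACTA2 and most HOX genes. Their values are uncertain because the strand setting is not known here, as are those of genes with near-identical copies.

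Alternatives were DESeq2 1.42.0 size factors, scaling by totals only, a prior count of 0.5, no filter on low counts, a mean CPM of at least 1, leaving out each CPEC library, a 4-fold margin and autosomal genes only. Protein-coding genes only and the removal of a trend over GC content and exon length (20 bins of each, 99.044% of the tested genes) were added after the data were seen, as were all alternatives for the HCAEC C count and the list percentiles.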

Results

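Gene expression was measured by RNA-seq in human endothelial cells from the heart (HCAEC A, B and C, n = 3), the lungs (HPAEC, n = 1) and the liver (LSEC, n = 1). The study profiled DNA methylation in the same cell populations, and the expression data served to check the identity of the purchased cells and to read the activity of genes beside methylation blocks. Total counts were 32761130, 32886558 and 39869026 in HCAEC A, B and C, 38298284 in HPAEC and 40182184 in LSEC. At least 1 CPM was reached by 12815, 12842, 12642, 12771 and 13392 genes in the same order. Mitochondrial genes took from 2.86% (HPAEC) to 4.94% (HCAEC C) of the counts. No pair of libraries agreed within sampling noise. The chi-square per gene between libraries was lowest for HCAEC A and B, at 77.6, and highest for HCAEC C and LSEC, at 490.8.

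The first question was whether the libraries carry endothelial markers and lack those of other cells. All 10 textbook endothelial genes were expressed in all 5 libraries. PECAM1 (ENSG00000261371, GRCh38 chromosome 17, 64319415 to 64413776) had 2939 ± 1038 CPM in CPEC (SD, n = 4) and 2014 CPM in LSEC (95% CI 2001 to 2027). CDH5 (ENSG00000179776, chromosome 16, 66366622 to 66404786) had 2122 ± 593 CPM in CPEC (SD, n = 4) and 1288 CPM in LSEC (95% CI 1277 to 1299). The LSEC value of CDH5 lay just under the lowest CPEC library, HCAEC C, at 1297 CPM. The lowest value of the list was 27.1 CPM, for EMCN in HCAEC A. Transcripts typical of other cells differed by list. ALB, a hepatocyte gene, had 0 counts in the CPEC libraries and 0.275 CPM in LSEC. PTPRC, a leukocyte gene, reached at most 0.153 CPM, in HCAEC B, and EPCAM, an epithelial gene, at most 0.504 CPM, in LSEC. Of the 10 hepatocyte and 8 leukocyte genes, 1 each passed the expression filter, and 0 of 6 cardiomyocyte genes did. Of the 6 epithelial genes 4 passed, all of them keratins, with KRT7 at up to 1141 CPM (HCAEC A) and KRT8 at up to 410 CPM (LSEC). All 10 fibroblast and stellate genes passed, with COL1A1 at 4665 CPM in LSEC and 945 CPM in HCAEC B, and THY1 at 69.7 CPM and PDGFRB at 60.7 CPM in LSEC.

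The 11 genes beside blocks that marked endothelial cells in general were expressed in all libraries, the lowest value being 51.5 CPM. NOTCH1 (ENSG00000148400, chromosome 9, 136494444 to 136545862) had 484 ± 120 CPM in CPEC (SD, n = 4) and 372 CPM in LSEC (95% CI 366 to 378). NOS3 (ENSG00000164867, chromosome 7, 150990995 to 151014588) had 125.2 ± 65.8 CPM in CPEC (SD, n = 4) and 68.3 CPM in LSEC (95% CI 65.9 to 70.8). FLT1 (ENSG00000102755, chromosome 13, 28300344 to 28495128) had 259 ± 72.8 CPM in CPEC (SD, n = 4) and 341 CPM in LSEC (95% CI 335 to 346). SOX7 differed little, with 60.95 ± 10.99 CPM in CPEC (SD, n = 4) and 61.4 CPM in LSEC. In LSEC, 7 of the 11 genes lay within the range of the CPEC libraries, 3 below it and 1 above. CD9 was the only one past the 2-fold margin, at 375 CPM in LSEC against 961 ± 133 CPM in CPEC (SD, n = 4). The list median of LSEC minus CPEC was -0.34 ± 0.051 on the log2 scale (SD, n = 4), at the 5.84th percentile of matched random lists. Without HCAEC C the median was -0.21, at percentile 21.8, and without HPAEC it was -0.43, at percentile 2.64.

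Next, genes beside blocks specific to each endothelium were compared between LSEC and CPEC. Of the 10 genes listed for LSEC, 6 passed the expression filter and all 6 were at least 2-fold higher in LSEC than in each CPEC library. KAZN (ENSG00000189337, chromosome 1, 14598704 to 15118043) had 37.96 CPM in LSEC (95% CI 36.2 to 39.8) and 4.31 ± 1.98 CPM in CPEC (SD, n = 4). CETP had 21.9 CPM in LSEC (95% CI 20.5 to 23.3) and 2.86 ± 1.45 CPM in CPEC (SD, n = 4). SFMBT2 had 11.2 CPM in LSEC (95% CI 10.2 to 12.2) and 0.486 ± 0.369 CPM in CPEC (SD, n = 4). SARDH and AOC3 had 3.92 and 3.78 CPM in LSEC. INSC, with 0 counts in all CPEC libraries and 0.939 CPM in LSEC, was at least 10.04-fold higher. The median log2 difference was 3.92 ± 0.38 (SD, n = 4), at percentile 99.7, and 3.55 with INSC at its bound. The study showed the genes of this list with expression from the same cell populations. Whether expression entered their choice is not known, so the percentile is not independent evidence. Although well separated, these genes were weakly expressed in LSEC, and 4 of the 10 did not pass the filter.

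Of the 8 genes listed for CPEC, 5 passed the filter. TBX1 (ENSG00000184058, chromosome 22, 19756703 to 19783593) had 73.6 ± 28.1 CPM in CPEC (SD, n = 4) and 1.47 CPM in LSEC (95% CI 1.15 to 1.87). AHNAK2 (ENSG00000185567, chromosome 14, 104937244 to 104978357) had 227 ± 97.6 CPM in CPEC (SD, n = 4) and 16.9 CPM in LSEC (95% CI 15.7 to 18.2). Both were past the 2-fold margin. DPEP1 and APCDD1L were lower in LSEC than in each CPEC library by less than 2-fold against the lowest. Their CPEC values were uneven. DPEP1 had 6.02 CPM in HCAEC A, at most 1.10 CPM in HCAEC B, C and HPAEC, and 0.183 CPM in LSEC. APCDD1L had 80.9 CPM in HCAEC C, 5.57 to 19.1 CPM in HCAEC A, B and HPAEC, and 3.30 CPM in LSEC. CCM2L went the other way, with 24.2 CPM in LSEC (95% CI 22.8 to 25.7) and 7.20 ± 2.17 CPM in CPEC (SD, n = 4). The list median was -2.53 ± 1.39 (SD, n = 4), and 0 of 10000 random lists had a median as low. As for the LSEC list, this is not independent evidence, since expression in these libraries may have entered the choice of genes.

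**Figure D1:**
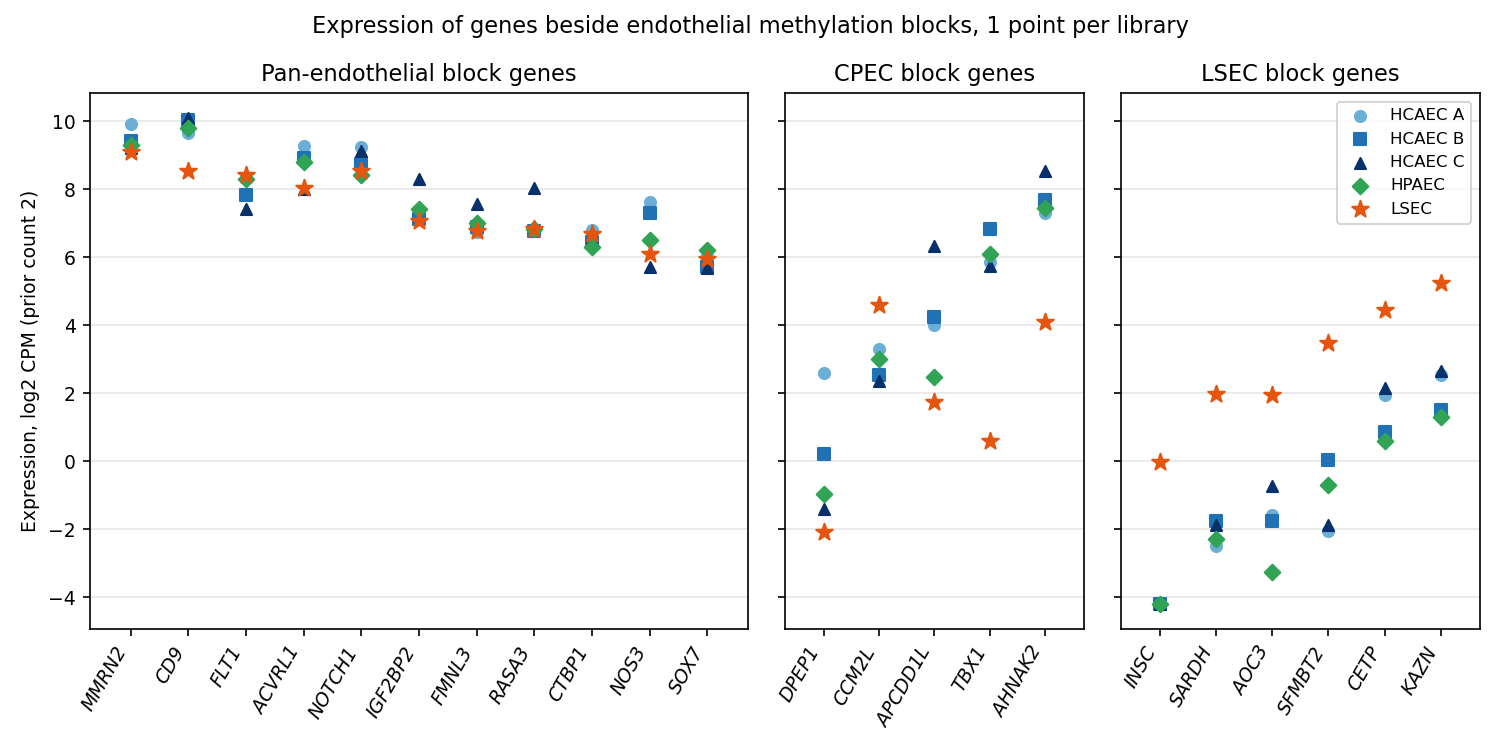
Expression (vertical axis, log2 CPM with a prior count of 2) of the block genes that passed the filter (horizontal axis, 11 pan-endothelial, 5 CPEC and 6 LSEC genes), with 1 point per library. The LSEC stars lie among the CPEC libraries for 7 of the 11 pan-endothelial genes, below them for 4 of the 5 CPEC genes and above them for all 6 LSEC genes.

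Genes beside blocks tied to vasculogenesis and angiogenesis were expressed in both endothelia, and 22 of 23 and 17 of 18 passed the filter. Both lists share genes with the pan-endothelial list, so the percentiles of these lists are not independent of that list. NOTCH1, RASA3, SOX7 and CD9 are shared with the vasculogenesis list, and FLT1, NOS3 and MMRN2 with the angiogenesis list. The vasculogenesis genes had a median log2 difference of -0.27 ± 0.095 (SD, n = 4), at the 2.83rd percentile, and 10 of the 22 lay within the CPEC range. The angiogenesis genes had a median of -0.40 ± 0.24 (SD, n = 4), at percentile 0.77, and 6 of 17 lay within it. Leaving out single CPEC libraries moved both values. Without HCAEC C the medians were -0.10 and -0.24, at percentiles 35.5 and 9.03. Without HPAEC the percentiles were 1.88 and 0.09, and without HCAEC B they were 1 and 0.55. Without HCAEC A they were 5.24 and 0.80. With no library left out and the trend over GC content and exon length removed, they were 6.84 and 1.14. In the angiogenesis list, ESM1 was lower in LSEC (85.2 CPM against 519 ± 216 CPM, SD, n = 4) and SEMA6A was higher (19.9 CPM against 3.66 ± 1.09 CPM, SD, n = 4), and these were the 2 genes past the 2-fold margin.

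Across the 14429 genes tested, 769 were at least 2-fold higher in LSEC than in each CPEC library and 386 at least 2-fold lower. These 1155 genes made up 8.0% of the genes tested, and 66.6% of them were higher. The rule alone counted 542 of 14229 unchanged genes in libraries simulated with the CPEC spread. Of the alternatives, removing the filter on low counts moved the higher genes most, to 1785 (with 588 lower) among 29037 genes, and a 4-fold margin moved the lower genes most, to 138 (with 397 higher). Scaling by totals alone gave 881 higher and 317 lower genes, under which the median of all genes rose from 0.04 to 0.19 on the log2 scale. The Spearman correlation of LSEC with the CPEC libraries was 0.924 ± 0.015 (SD, n = 4), against 0.976 between HCAEC A and B and 0.930 to 0.973 for the other pairs of CPEC libraries.

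The gene with the largest difference was the non-coding RNA H19 (ENSG00000130600, chromosome 11, 1995163 to 2001470), with 487 CPM in LSEC and at most 0.275 CPM in a CPEC library. ACP5 followed, with 616 CPM in LSEC and at most 8.46 CPM in CPEC. DNASE1L3 (ENSG00000163687, chromosome 3, 58192257 to 58214697) had 385 CPM in LSEC and 0.666 ± 0.551 CPM in CPEC (SD, n = 4). CRHBP and HEPH were at or under the floor in all CPEC libraries, and were at least 322-fold and 153-fold higher in LSEC, at 30.2 and 14.3 CPM. APLNR (56.2 CPM), DSG2 (51.7 CPM), CD248 (64.6 CPM), CPVL (18.7 CPM) and WNT5A (54.7 CPM) completed the 10 highest, with at most 3.51 CPM (CD248 in HCAEC B) in any CPEC library. CPVL overlaps CHN2, so its value is uncertain.

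Among the genes lower in LSEC, SPOCK1 (ENSG00000152377, chromosome 5, 136975298 to 137598379) had 7.40 CPM in LSEC and 860 ± 175 CPM in CPEC (SD, n = 4). POSTN had 24.4 CPM against 1347 ± 561 CPM, and ABI3BP 9.87 CPM against 349 ± 47.8 CPM (SD, n = 4). HTR1B was the most even across CPEC, at 50.8 ± 3.61 CPM (SD, n = 4) against 1.21 CPM in LSEC. CXCR4, an arterial marker, had 3.46 CPM in LSEC and 120 ± 47.4 CPM in CPEC (SD, n = 4). TOX, NLGN1, TBX1, CADM3 and FRMD5 completed the 10, with log2 differences of -6.30, -5.64, -5.53, -5.46 and -5.25. CADM3 overlaps ACKR1, and its value is uncertain.

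The study merged the coronary and pulmonary cells, so the single HPAEC library was set against the 3 HCAEC libraries. In HPAEC, 575 genes (4.0% of those tested) lay at least 2-fold outside, 220 higher and 355 lower. The same count was 379 for HCAEC A and 366 for HCAEC B, each against the other 3 CPEC libraries. The HPAEC count was 894 without HCAEC A, 1114 without HCAEC B and 890 without HCAEC C. A rise is built into the rule, since fewer libraries had to be exceeded. Part of the HPAEC count ran with GC content. Across genes, the deviation from the other CPEC libraries had a Spearman correlation with GC content of -0.53 in HPAEC and 0.51 in HCAEC A. Removing a trend over GC content and exon length lowered the counts to 415 for HPAEC, 306 for HCAEC A and 362 for HCAEC B. The 5 genes highest in HPAEC relative to HCAEC were CSMD1, ARHGAP28, FOXF1, SELP and NOVA1. CSMD1 had 23.7 CPM in HPAEC and 0 counts in all HCAEC libraries, at least 253-fold less. FOXF1 (ENSG00000103241, chromosome 16, 86510527 to 86515418) had 10.5 CPM in HPAEC and 1.28 ± 1.23 CPM in HCAEC (SD, n = 3). The 5 lowest were COL1A1, COL6A3, PALM, MEG3 and CLDN11. COL1A1 had 3.96 CPM in HPAEC and ranged from 66.4 to 945 CPM in HCAEC, and MEG3 had 12.9 CPM against 107 ± 28.4 CPM (SD, n = 3). All 10 remained 2-fold outside after the trend was removed.

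HCAEC C differed from the other CPEC libraries in more genes than LSEC did. Against HCAEC A, HCAEC B and HPAEC, 1884 genes (13.1%) of HCAEC C lay at least 2-fold outside, 784 higher and 1100 lower, while 1521 genes (10.5%) of LSEC did. At a 4-fold margin the order was reversed, with 521 genes for HCAEC C and 677 for LSEC. The Spearman correlation of HCAEC C with HCAEC A and B was 0.936 and 0.937, near that of LSEC with the same libraries (0.934 and 0.937). With HCAEC C left out of CPEC, 941 genes were higher and 549 lower in LSEC, including 766 of the 769 and 368 of the 386 counted above. This overlap is largely fixed by the rule, since a gene outside all CPEC libraries is also outside any subset of them. Only renewed filtering and scaling could lose a gene, so the overlap is no test of dependence on HCAEC C.

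**Figure D2:**
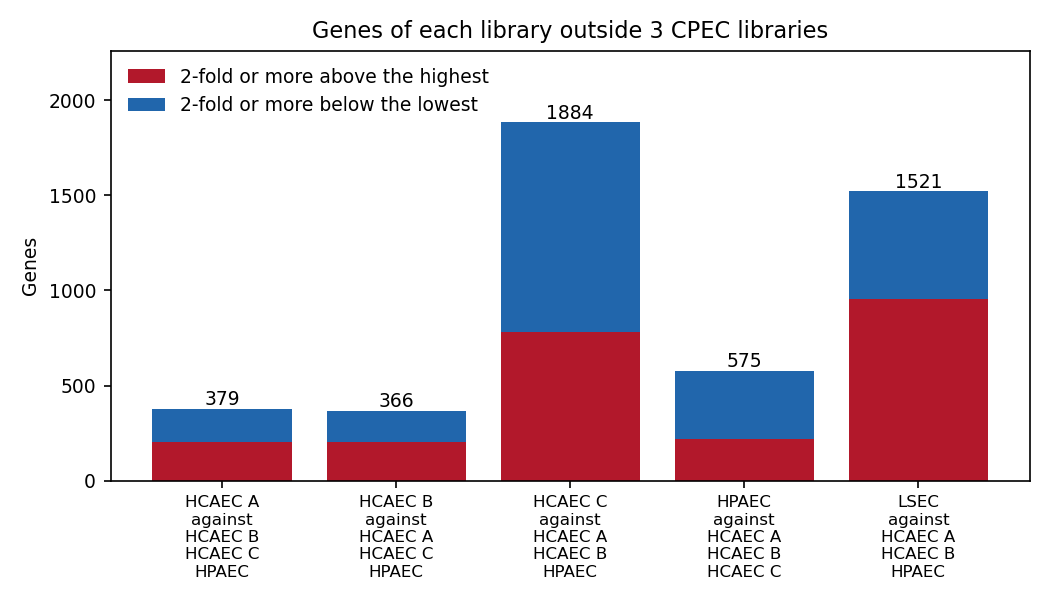
Number of genes (vertical axis) of each library at least 2-fold above the highest (red) or below the lowest (blue) of 3 CPEC libraries, which are named under each bar. HCAEC C reaches 1884 and LSEC 1521 against the same 3 libraries, and HCAEC A, HCAEC B and HPAEC lie between 366 and 575.

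Cell type lists gave further contrasts. Among 14 genes known from liver sinusoidal endothelium, STAB2 (ENSG00000136011, chromosome 12, 103587273 to 103766727) had 31.8 CPM in LSEC (95% CI 30.2 to 33.5) and at most 1.34 CPM in CPEC. LYVE1 had 507 CPM in LSEC, 162 CPM in HCAEC C and 9.65 to 14.3 CPM in HCAEC A, B and HPAEC. CLEC4G, CLEC1B and FCN2 did not reach 1 CPM in any library. CLEC4G had 3 counts in LSEC, which is the floor. Arterial genes had a mean log2 CPM of 6.50, 5.91 and 4.46 in HCAEC A, B and C, 5.68 in HPAEC and 3.83 in LSEC. Lymphatic genes had a mean of 2.45, 2.63 and 5.003 in HCAEC A, B and C, 2.82 in HPAEC and 4.90 in LSEC. The similar means of HCAEC C and LSEC rest partly on different genes. PROX1 and RELN had 66.4 and 108 CPM in HCAEC C, against 2.13 and 27.6 CPM in LSEC. LYVE1, FLT4 and PDPN were higher in LSEC than in HCAEC C. Fibroblast and stellate genes were highest in LSEC, at 6.34, followed by HCAEC B at 3.86. COL1A1 reached 4665 CPM in LSEC (95% CI 4645 to 4686).

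**Figure D3:**
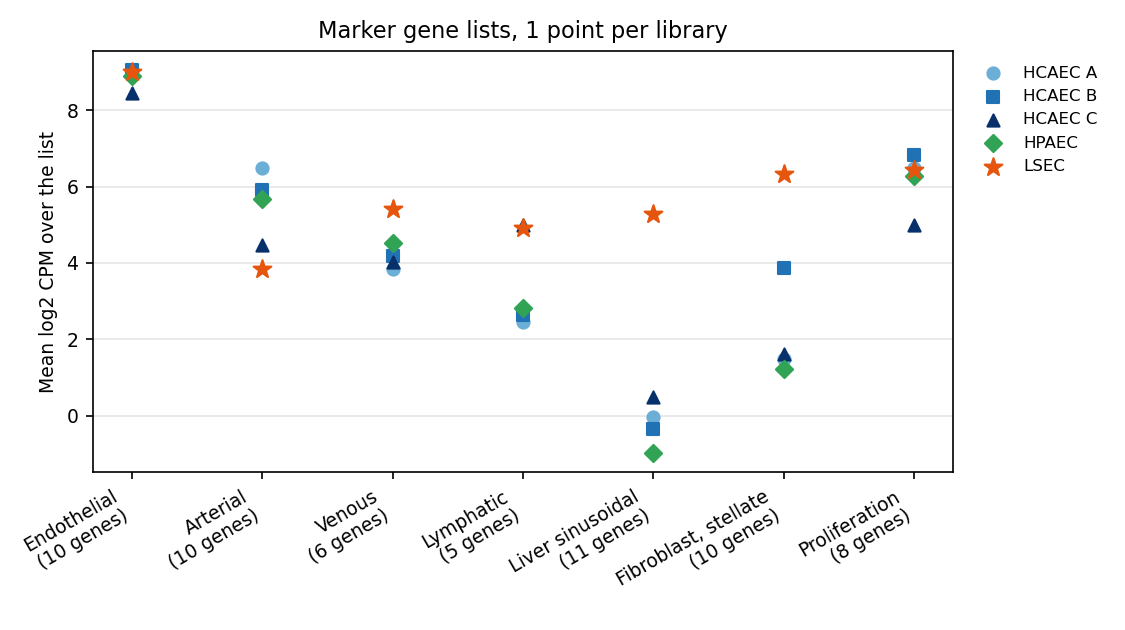
Mean log2 CPM (vertical axis) of 7 marker gene lists (horizontal axis, with the number of genes that passed the filter), with 1 point per library. The lymphatic list sets HCAEC C (5.003) and LSEC (4.90) above the other 3 libraries, partly through different genes. The fibroblast and stellate list sets LSEC (6.34) and HCAEC B (3.86) above the rest.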

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

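Across the 4 CPEC libraries, 25 measures were examined for a single library far from the rest by Dixon's ratio at the 95% level, and 5 were beyond it, where chance gives about 1.25. HCAEC C was the library in 4 of them, and these 4 are not independent of each other. Tests of depth, composition, GC content, RNA classes and reads carried over from LSEC were set before their results were seen. The tests of marker lists, HOX genes, proliferation and the HPAEC count were chosen after.

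The number of genes outside the other 3 CPEC libraries was 1884 in HCAEC C and 366 to 575 in the others. Mitochondrial ribosomal RNA took 1.05% of the counts in HCAEC C and 0.272% to 0.353% in the others. The 100 genes with most counts took 27.9% in HCAEC C and 24.3% to 24.8% in the others. The lymphatic list had a mean log2 CPM of 5.003 in HCAEC C and 2.45 to 2.82 in the others. Several technical explanations are argued against by the tables. After removal of a trend over GC content and exon length, 1967 genes of HCAEC C were outside, and at most 415 of any other CPEC library. After thinning to equal totals the count was 1887 (at most 564 in the others), and with the 100 most abundant genes left out before scaling it was 1993 (at most 643). RNA or reads from LSEC are argued against by 15 genes that LSEC expressed and HCAEC A, B and HPAEC lacked. Their median level in HCAEC C was 0.0% of that in LSEC, and 10 of the 15 were at or under 3 counts, although LYVE1 was at 31.9%.

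Other explanations for HCAEC C stay open. Another library chemistry or RNA quality could raise the mitochondrial ribosomal share. Of 3 other RNA classes (histone genes, small RNA and lncRNA) 0 lay outside the range of the other libraries, LSEC included. Against the other CPEC libraries alone, the histone share was higher in HCAEC C (0.0200% against 0.0137% to 0.0169%). Small RNA and lncRNA lay within their range, so the evidence is divided. Slower proliferation may account for part of the genes that fell. The proliferation list lay below the lowest other library by a log2 difference of -1.304, and MKI67 was at 55.9 CPM in HCAEC C and 194 to 316 CPM in HCAEC A, B, HPAEC and LSEC. How many genes this explains cannot be read from 1 library. Lymphatic endothelial cells, as a mixture or as the whole culture, are a candidate source, since 3 of 6 lymphatic genes were at least 2-fold above each other CPEC library. PROX1 had 66.4 CPM in HCAEC C and at most 4.09 CPM in the other CPEC libraries, and LYVE1 and FLT4 were the other 2. Against this, PDPN had 0.109 CPM and CCL21 0 counts, and 1 of the 6 genes, LYVE1, is also on the sinusoidal list. The study also used cardiac microvascular cells, which none of the labels names. A culture of that kind under the HCAEC label is a hypothesis that goes with the arterial list, which in HCAEC C lay below the lowest other CPEC library by a log2 difference of -1.215 (GJA5 had 1.31 CPM against 16.9 to 87.1 CPM), but no library labelled as such was at hand for comparison. An exchange of the labels of HCAEC C and HPAEC is undecided. Over 19 HOX genes the root mean square log2 distance from HCAEC A and B was 1.64 for HCAEC C and 2.11 for HPAEC, with HCAEC C closer for 11 of the 19, whereas over all genes it was 1.11 for HCAEC C and 0.786 for HPAEC. A difference between donors was not tested. The labels were kept as given.

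Fibroblast and stellate genes had a mean log2 CPM of 3.86 in HCAEC B and 1.23 to 1.62 in the other CPEC libraries. COL1A1 was at 945 CPM and COL1A2 at 718 CPM, and 7 of the 10 genes were at least 2-fold above each other CPEC library. Whether the same stromal cells as may be present in LSEC were the source is undecided, as the genes are divided. At the COL1A1 ratio of HCAEC B to LSEC (20.3%), PDGFRB would be at 12.3 CPM and THY1 at 14.1 CPM. They were at 0.367 and 1.25 CPM, not above the highest of the other CPEC libraries (1.31 and 1.90 CPM). COL3A1 was near its predicted level (102 against 134 CPM), and so was LUM, which is near the floor (0.489 against 0.422 CPM). COL1A2 and DCN were above theirs (718 against 200.3 CPM and 6.41 against 1.19 CPM). PDGFRA was below its predicted level (1.25 against 3.73 CPM) but above the other CPEC libraries (at most 0.343 CPM). Which of the LSEC transcripts such cells would carry is not known. Another admixture, or a matrix programme of the endothelial cells themselves, stays open and was not tested.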

How the results depend on the processing

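The 4 counts followed here (genes higher in LSEC, lower in LSEC, outside in HPAEC and outside in HCAEC C) stayed within 1.5 times of their reported values under DESeq2 size factors, scaling by totals only, a prior count of 0.5, autosomal genes, protein-coding genes and GC and length correction. Among these settings the genes higher in LSEC ranged from 671 (protein-coding genes) to 881 (totals only). Removing the filter changed the set of genes tested, and gave 1785 higher and 588 lower genes in LSEC, 1755 genes outside in HPAEC and 3927 in HCAEC C. The mean correlation was then 0.902, the LSEC list median 3.23 and the CPEC list median -1.86, against -2.53 with the filter. A mean CPM of at least 1 drops genes expressed at a low level in LSEC alone, and gave 502 higher genes and an LSEC list median of 3.51. The 4-fold margin gave 397 higher and 138 lower genes in LSEC, 123 in HPAEC and 521 in HCAEC C. Scaling by totals only put the median log2 difference of all genes between LSEC and CPEC at 0.19, against 0.04 with TMM, and moved the pan-endothelial median to -0.19 and the vasculogenesis median to -0.12.

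Fits that each left out one CPEC library gave 842 to 941 higher and 443 to 549 lower genes in LSEC, 890 to 1114 in HPAEC and 2227 to 2491 in HCAEC C. Fewer libraries to exceed raises such counts by construction. Medians ranged from -0.43 to -0.21 for the pan-endothelial list, from -0.34 to -0.10 for the vasculogenesis list, from -0.54 to -0.24 for the angiogenesis list, from -3.12 to -2.54 for the CPEC list and from 3.65 to 4.14 for the LSEC list. The values nearest 0 of the pan-endothelial, vasculogenesis and angiogenesis lists came without HCAEC C, with percentiles of 21.8, 35.5 and 9.03. With no library left out and the trend over GC content and exon length removed, the percentiles were 3.32, 6.84 and 1.14. No list median changed sign under any setting for which it was computed. The autosomal, protein-coding and 4-fold margin settings gave counts only. Of 1024 values of single genes, 30 moved by at least 1 SD. Of the 103 genes followed over 10 settings, 7 changed sign (ANGPT2, ESAM, HYAL1, RASA3, ROBO4, SOX7 and STAB1), and 0 of these lay 2-fold outside the CPEC libraries. No paired analysis was possible because the groups share only the letter A. In the LSEC and CPEC lists, 4 of 10 and 3 of 8 genes did not pass the filter, and their medians do not cover these genes.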

Other observations

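The tests in this part were chosen after the values were seen.

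Collagen and PDGF receptor genes were abundant in LSEC. COL1A1 had 4665 CPM, COL3A1 661 CPM, PDGFRB 60.7 CPM and THY1 69.7 CPM, and 6 of 10 fibroblast and stellate genes were at least 2-fold above each CPEC library. Fibroblasts rich in DCN and LUM are argued against as the source, since DCN had 5.86 CPM, below the 6.41 CPM of HCAEC B, and LUM 2.08 CPM. Hepatocytes are argued against too, with ALB at 0.275 CPM, APOA1 at 0.206 CPM and SERPINA1 at 0.687 CPM. Stromal cells low in DCN and LUM, or a matrix programme taken up by the liver cells in culture, may be the source, and no test here told them apart. Whether a matrix programme would raise PDGFRB and THY1 is not known. In HCAEC B they did not rise with the collagen genes. CD248, which is also used as a stromal marker, was among the 10 genes highest in LSEC.

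CLEC4G (3 counts), FCN2 and CLEC1B were at or near the floor in LSEC, while STAB2, CRHBP, LYVE1, MRC1 (448 CPM), CD36 (21.8 CPM) and GATA4 (58.7 CPM) were above each CPEC library. So were CLEC4M (22.2 CPM), FCN3 (5.70 CPM), OIT3 (9.50 CPM) and FCGR2B (0.985 CPM). STAB1 did not separate the cells, at 937 CPM in LSEC and 878 ± 357 CPM in CPEC (SD, n = 4). For the genes near the floor, low depth is argued against. The LSEC total exceeded the mean CPEC total by 11.8%, and the upper confidence limit of CLEC4G was 0.202 CPM. A loss of CLEC4G, FCN2 and CLEC1B transcripts in culture is a hypothesis that was not tested.

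HCAEC C and LSEC share some deviations from HCAEC A, HCAEC B and HPAEC. Of the genes outside these 3 libraries, 165 were higher in both, 141 lower in both and 127 opposite. Across genes the Pearson correlation of the 2 deviations was 0.195. Shared controls give part of such a value by construction. In 100 simulations that kept the distance of each library from the controls, with the sign of each gene drawn at random, the correlation averaged 0.093 and reached 0.128. The share of genes on the same side was 70.7%, against a mean of 57.4% and a maximum of 62.7% in these simulations. The signs were drawn gene by gene, so genes that move together make the simulated spread too narrow. With an equal spread given to all libraries, the simulated correlation averaged 0.252, above the observed value. Whether the shared controls account for the whole value stays open. A trend over GC content and exon length is argued against, as the correlation after its removal was 0.191. A programme common to both libraries was not tested.

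More genes lay outside the other CPEC libraries in HPAEC (575) than in HCAEC A or B (379 and 366). A difference in GC content bias between libraries may account for part of the excess, since the count fell to 415 after correction. It stayed above the corrected counts of HCAEC A and B, 306 and 362. HCAEC A had a correlation with GC content of similar size (0.51, against -0.53 in HPAEC) and fewer genes outside. GC content bias does not account for the genes as a whole. Of 559 HPAEC genes with a GC value, 348 stayed outside on the same side. Whether this remainder belongs to the organ, the donor or the culture cannot be tested with 1 library. CSMD1, with 932 counts in HPAEC and 0 in each HCAEC library, is the sharpest single contrast among the 10 genes named for HPAEC.

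The 5 genes highest in HCAEC C relative to HCAEC A, B and HPAEC, among those with at least 10 CPM, were PAX9 (14.7 CPM), EDNRB (63.3 CPM), TFF3 (24.8 CPM), FAM174B (72.3 CPM) and PPL (23.6 CPM), and none passed 2.75 CPM in those 3 libraries. The 5 lowest were FAM111B (0.0819 CPM), FBN2 (1.12 CPM), SPTBN5 (0.737 CPM), CCNA1 (1.09 CPM) and IFI27 (3.63 CPM), each with at least 18.96 CPM in those 3 libraries. NR2F2, a gene of venous identity, had 748 CPM in HCAEC C and 168 to 235 CPM in HCAEC A, B and HPAEC.

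The venous list had a mean log2 CPM of 5.40 in LSEC and 3.85 to 4.52 in CPEC, and this difference rests on APLNR. Over the 5 other venous genes the mean was 5.32 in LSEC and 5.32 to 6.26 in CPEC, with 2 genes below each CPEC library (ACKR1 and SELP) and 2 above (EPHB4 and NRP2). The epithelial list had 6.83 in LSEC and 5.49 to 6.67 in CPEC, with KRT8 at 410 CPM in LSEC and KRT7 at 50.6 CPM in LSEC against 647 ± 422 CPM in CPEC (SD, n = 4). The HOX list had 1.37 in LSEC and 0.74 to 1.81 in CPEC. HOXA9 was at 12.6 CPM in HPAEC and at most 2.12 CPM in HCAEC, and HOXB5 at 21.1 CPM in LSEC and at most 1.63 CPM in CPEC. Both overlap other HOX genes, so their values are uncertain.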
